A study of Mus musculus with 6 samples. Its data were reported in "RNA splicing is a key mediator of tumour cell plasticity and a therapeutic vulnerability in colorectal cancer" (2022).

How the data were processed

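The data were RNA sequencing of mouse small intestine from 6 animals, 3 Apcfl/fl and 3 Apcfl/fl Srsf1fl/+. Per the labels, the mice received tamoxifen at 120, 80 and 80 mg per kg and tissue was taken on day 5. Groups were taken from the sample titles.

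Reads were trimmed with Trim Galore, for which the submitters' processing notes give version 0.4.1 and the study's reporting summary a later one. By the submitters' processing notes and the study's methods they were aligned to GRCm38 with TopHat 2.1.1 and compared with Cuffdiff of Cufflinks 2.2.1. Cuffdiff combined the 3 libraries of each genotype, so the FPKM values in the authors' deposited table are 1 estimate per genotype, in fragments per kilobase of transcript scaled to the mapped fragments of the library. The deposited log2 fold change is the log2 of the Apcfl/fl Srsf1fl/+ FPKM over the Apcfl/fl FPKM, and it differed from the log2 ratio of the deposited FPKM values by at most 1.07e-05. The deposited p-value came from the authors' test in steps of 5e-05, and 236 of the 393 genes had the smallest value of 5e-05. The deposited q-value is the authors' Benjamini-Hochberg adjusted value, and its largest value in the table was 0.0486. Solving that adjustment for the number of genes tested gave 20117 for every gene, which is the number of tests the q-values imply, and genes that missed the threshold were not analysed here. No per-mouse values were used, so the depth of each library is unknown, and no standard deviation, test across mice, left-out mouse or count of regrouped samples could be computed. The number of members of a list that pass when adjusted over the list alone could not be computed either, because p-values of members outside the table are missing.

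All 393 Ensembl gene identifiers were found in the GENCODE mouse annotation of the same build (release M21), from which positions and gene types were taken. Of them 302 were protein-coding genes. The gene list tests used 32 lists of genes, cell markers and pathways. These lists, the tests and the rule for named genes were fixed before the data were examined, except that the opening lines of the study's own supplementary sheets had been read. Those showed the values of 1 predicted gene of this table and named another and Vav3 as higher, and none of these genes is in a list or named by the rule. For each of the 16 lists with at least 4 members in the table, the numbers of higher and lower members were compared with those of the other listed genes by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the 16 lists. Genes are not independent replicates, and these p-values describe the table, not the animals. Genes within 10 Mb of Srsf1, Apc and Vil1 were counted against all annotated protein-coding genes with a one-sided Fisher's exact test, and the count around Srsf1 was also compared with 10000 randomly chosen protein-coding genes as centres. The share of windows of 75 bases that annotated transcripts of a listed gene have in common with another gene was counted in the transcript sequences of the same release. By the study's methods the reads were paired and longer than these windows, so a shared window does not show that a whole read is shared.

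The rule for named genes took the 14 genes targeted or discussed in the study, the 8 highest and the 8 lowest finite log2 fold changes with a group of at least 1 FPKM (leaving out predicted genes), and the 2 members with the largest absolute fold change, at the same minimum, of each list with at least 3 listed members. A single variable segment that the rule takes is counted in the report but not named. Other genes are named as exceptions where the text says so. Alternatives were a q-value of 0.01, a minimum of 1 FPKM, a minimum log2 fold change of 1, log2(FPKM + 1) differences of at least 0.5, leaving out genes at 0, predicted genes or antigen receptor segments, pseudocounts of 0.1 and 1, a permutation of list medians (100000 draws in 4 bins of mean FPKM) and windows of 5 and 20 Mb. Leaving out the immediate early and stress genes was added after the data were seen.

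The tests were checked on simulated data. In 1000 simulated tables of 393 genes, a list of 12 genes in which 5% of members were higher was called by the Fisher test in 100% of simulations, and a list without effect in 3% of them. For the permutation of list medians, in 400 simulations of 393 genes, these were 96% and 6%. Both checks called a list by its unadjusted p, without the adjustment over all tested lists that the report uses. The permutation check also used fewer draws than the report. These rates thus belong to an easier rule and do not give the rates of the adjusted calls. Both checks planted a list that was mostly lower, so they do not show how often a list that was mostly higher would be called. The window test, in 2000 simulations of 21951 genes with 20 genes planted near Srsf1, called 100% with and 4.1% without planted genes. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.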

Results

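Messenger RNA from the small intestine of 6 mice was sequenced 5 days after tamoxifen induction of Cre recombinase in the intestinal epithelium. In 3 mice both copies of Apc, the tumour suppressor that restrains Wnt signalling, were deleted (Apcfl/fl). In the other 3 mice 1 copy of the splicing factor gene Srsf1 was deleted as well (Apcfl/fl Srsf1fl/+). The comparison asked how the loss of 1 copy of Srsf1 altered gene expression in Apc-deficient intestine. The authors' deposited table held, for each of 393 genes, a single FPKM value per genotype, with a log2 fold change, a p-value and a q-value from the authors' test. No values per mouse were given in it, so the spread between mice and the sequencing depth were unknown, and the levels below carry no error of their own.

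Srsf1 itself was lower in Apcfl/fl Srsf1fl/+ intestine. In the authors' deposited table Srsf1 (ENSMUSG00000018379, chromosome 11, 88047373 to 88053755 on GRCm38) was at 143 FPKM in Apcfl/fl and 83.9 FPKM in Apcfl/fl Srsf1fl/+ tissue, which was 58.7% of the Apcfl/fl level (log2 fold change -0.77, q = 0.0141). It was the only 1 of the splicing factors fixed as a gene list that was in the table. Of the other genes discussed in the study, the transporter Slc13a2 and the apolipoprotein Apoc2 were higher and the transcription factor Prox1 was lower. By the authors' deposited table, Slc13a2 was 3.76-fold higher (2.97 and 11.2 FPKM), Apoc2 was 1.96-fold higher (1244 and 2439 FPKM) and Prox1 fell by 1.57 on the log2 scale, from 2.82 to 0.95 FPKM (by 0.97 with a pseudocount of 1). Of the windows of 75 bases in the annotated Apoc2 transcripts 77.5% were also found in another annotated gene, so the FPKM value of Apoc2 may be uncertain. The share alone does not show that reads were assigned wrongly, and the study also measured Apoc2 by qPCR, as given below. Slc13a2 lies on chromosome 11 (78397087 to 78422217), 9.63 Mb from Srsf1. Apc, Kras, Lgr5, Muc2, Krt20, Ddx10, Mki67, Cd44, Fgfr2 and Eif4a2 were not listed, and the table gives no value from which their change could be judged.

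Across the authors' deposited table, 273 genes were higher and 120 were lower in Apcfl/fl Srsf1fl/+ tissue, so that 69.5% of the listed genes were higher (95% Wilson interval 64.7% to 73.8%, treating genes as if independent, which they are not). All 393 genes had q-values below 0.05. The median log2 fold change in the authors' deposited table was 1.22 among genes that were higher and -1.52 among genes that were lower, over genes with a finite value, and the smallest absolute value was 0.65. Of the 393 genes, 188 were higher and 103 were lower by at least 1 on the log2 scale. For 5 genes the authors' deposited table listed a genotype at 0, and no fold is given for these.

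**Figure D1:**
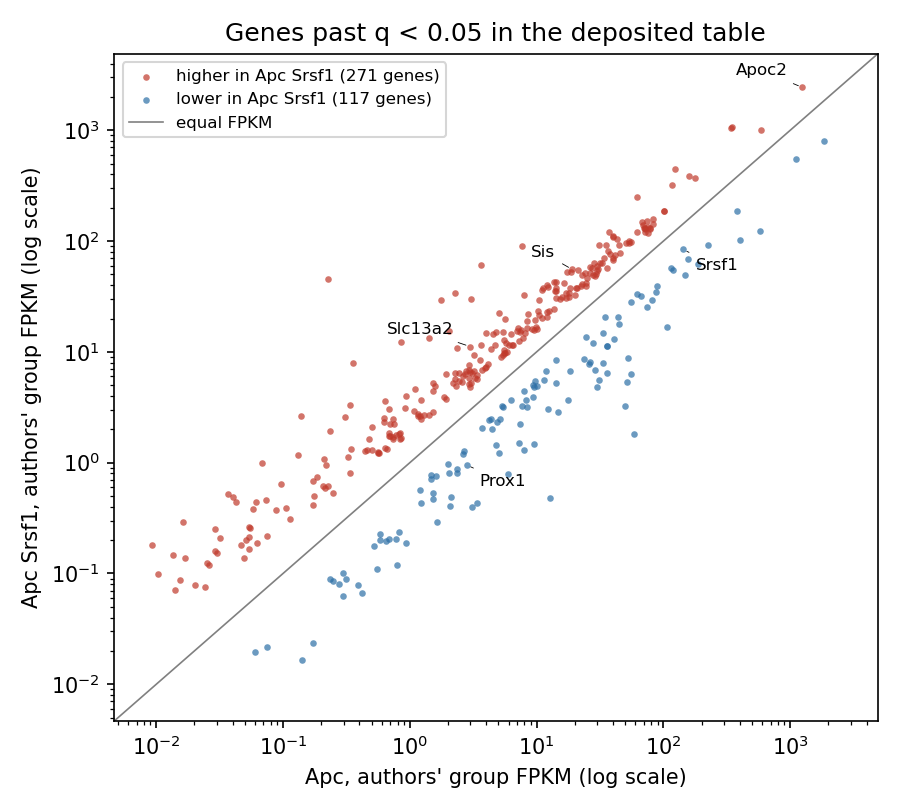
Group FPKM of each listed gene with a finite fold change in Apcfl/fl (x axis) and Apcfl/fl Srsf1fl/+ tissue (y axis), both on log scales and both from the authors' deposited table. Each point is a gene, coloured by direction, the line marks equal FPKM and selected genes are labelled; Srsf1 lies below the line at 143 and 83.9 FPKM.

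Those genes of absorptive enterocytes that were listed were mostly higher in Apcfl/fl Srsf1fl/+ tissue. All 9 listed members of the 34 brush border and digestive enzyme genes were higher, as were 9 of 10 listed among 52 transporters, all 8 listed among 35 lipid absorption genes and all 16 listed among 98 genes of xenobiotic metabolism. The other members of these lists have no value in the table. In the authors' deposited table sucrase-isomaltase (Sis) rose from 19.1 to 55.5 FPKM, and the membrane protein Tm4sf4 from 116 to 318 FPKM. The nucleoside transporter Slc28a1 was 3.19-fold higher from low values (0.69 and 2.21 FPKM), and its log2 fold change of 1.67 became 0.92 with a pseudocount of 1. The calcium channel Trpv6, the exception among the transporters, fell by 1.00 on the log2 scale in the authors' deposited table (named after its value was seen). Apolipoprotein A1 (Apoa1) was 3.09-fold higher, at 339 and 1050.3 FPKM, and the carboxylesterase Ces1f was 2.50-fold higher in the authors' deposited table. Cyp3a11, a cytochrome P450 of drug metabolism, was 4.01-fold higher (61.9 and 248 FPKM) and its relative Cyp2d9 was 9.74-fold higher from 0.34 FPKM (log2 fold change 3.28, and 1.69 with a pseudocount of 1), by the authors' deposited table. Of the windows of 75 bases in their annotated transcripts, 1.66% of those of Cyp3a11 and 12.9% of those of Cyp2d9 were also found in another gene.

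Whether a list stood apart was judged against the 69.5% of all listed genes that were higher, because genes that missed the threshold were not in the table. Xenobiotic metabolism was more uniformly higher than the other listed genes, of which 68.2% were higher (two-sided Fisher's exact test, adjusted p = 0.0323 over 16 lists). This call was lost without immunoglobulin and T cell receptor segments (adjusted p = 0.0641, Fisher's exact test) and in a permutation of the list median (adjusted p = 0.0539). Some of the 16 genes lie beside relatives and may not count as separate genes. Cyp3a11, Cyp3a25 and Cyp3a44 lie together on chromosome 5, Cyp2d9 and Cyp2d10 on chromosome 15, and Aldh1a1 and Aldh1a7 on chromosome 19. No setting counted such neighbours as 1 unit. Those not named above are named after their values were seen. The brush border list (adjusted p = 0.166, Fisher's exact test), the transporters (adjusted p = 0.405) and the lipid list (adjusted p = 0.258) did not pass. In the brush border and lipid lists every listed member was higher, and the unadjusted p was still 0.0623 and 0.113 (Fisher's exact test). Lists of these sizes could not pass upward, so their result does not show whether they stood apart. Slc13a2 and Apoc2 are members of the transporter and lipid lists, and the study discusses them from these samples, so that the counts of these lists are not independent evidence. The villus tip list had 4 of 4 listed members higher (adjusted p = 0.405, Fisher's exact test), among them Fos and the fat-metabolism regulator Creb3l3, which were 2.46-fold and 2.00-fold higher in the authors' deposited table. Of these 4 genes 3 are also in the immediate early and stress list, so their count is not separate evidence on enterocytes. Fatty acid oxidation had 4 of 4 higher (adjusted p = 0.405, Fisher's exact test), with Angptl4, an inhibitor of lipoprotein lipase, 2.86-fold and the oxidation enzyme Acaa2 1.57-fold higher in the authors' deposited table. For the villus tip and fatty acid lists, with all 4 members higher, the unadjusted p was 0.318 (Fisher's exact test), so lists of this size could not pass upward. No member of the cholesterol biosynthesis list was listed.

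**Figure D2:**
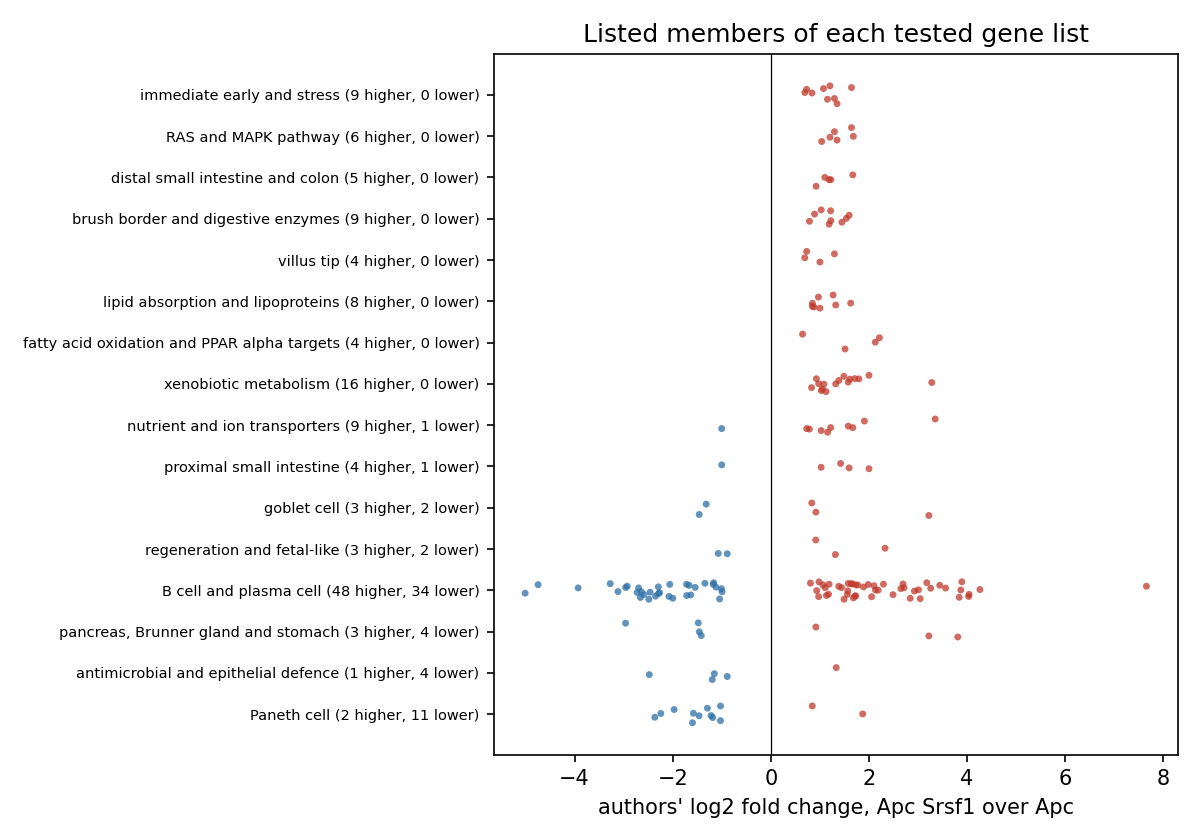
Log2 fold change (x axis, Apcfl/fl Srsf1fl/+ over Apcfl/fl, from the authors' deposited table) of the listed members with finite values of the 16 gene lists that were tested (y axis). Each point is a gene, points right of 0 are higher and points left of 0 lower; all 16 xenobiotic genes lie right of 0, and 11 of 13 Paneth cell genes lie left of it.

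The listed genes of Paneth cells, which secrete the antimicrobial peptides of the crypt base, were mostly lower, and nearly all of these were alpha-defensin genes of 1 cluster. Of the 45 genes of this list 13 were listed, of which 11 were lower and 2 were higher, whereas 71.3% of the other listed genes were higher (two-sided Fisher's exact test, adjusted p = 0.00105 over 16 lists). In the authors' deposited table the alpha-defensin genes Defa31 and Defa23 fell by 2.36 and 2.24 on the log2 scale, Defa23 from 579 to 122 FPKM. The 11 listed alpha-defensin genes lay on chromosome 8 between 21025545 and 21703645 (GRCm38), and 10 of them were lower, while the 2 other listed Paneth markers were split. Defa35 ran the other way in the authors' deposited table, from 123 to 452 FPKM. These genes share sequence to very different degrees. The share of windows of 75 bases also found in another gene ran from 6.53% in AY761184 to 100% in Defa31. It was 14.1% in Defa26, 20.7% in Defa30, 38.0% in Defa35, 89.9% in Defa23 and 95.8% in Gm7861. The assignment of reads may thus be most uncertain for Defa31, Gm7861 and Defa23, but whole reads were longer than these windows and were not compared. The pentraxin gene Mptx2 was lower, at 226 and 92.3 FPKM, and the lipase gene Pnliprp2, also a member of the lipid list, was 1.80-fold higher in the authors' deposited table. AY761184, Gm7861, Defa26, Defa30, Defa35, Mptx2 and Pnliprp2 are named after their values were seen.

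**Figure D3:**
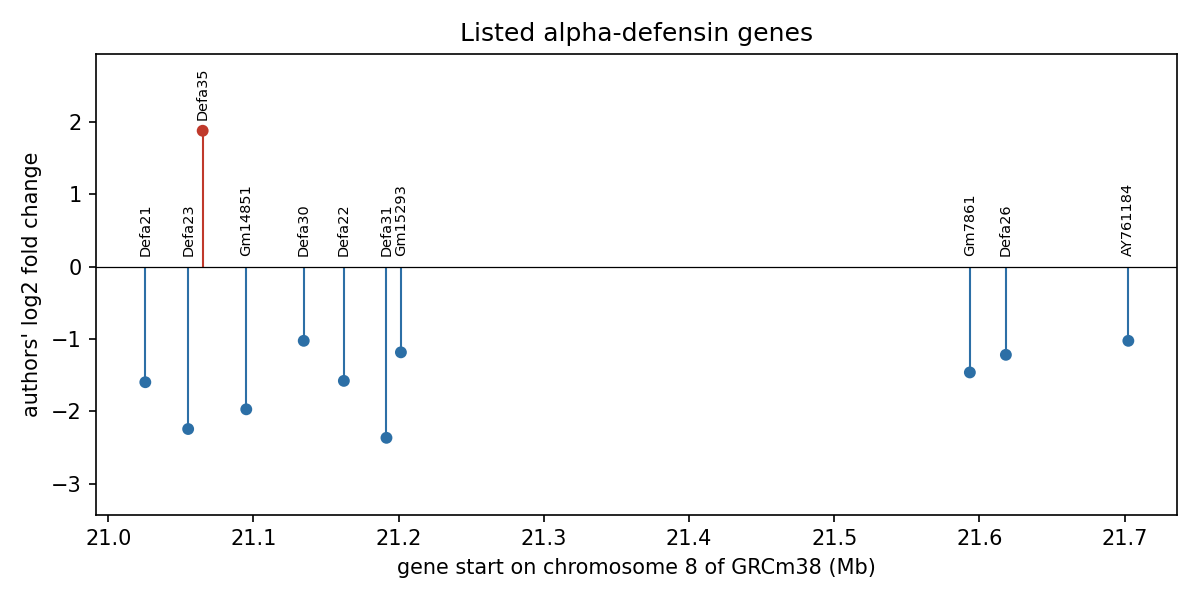
Map of the 11 listed alpha-defensin genes by gene start on chromosome 8 (x axis, Mb, GRCm38) with the log2 fold change from the authors' deposited table (y axis). Each point is a gene; 10 genes lie below 0 and Defa35 lies above it at 1.87.

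Other epithelial lists had few listed members. Of 5 goblet cell genes 3 were higher and 2 lower (adjusted p = 0.686, Fisher's exact test), and the trefoil factor Tff1 was 9.35-fold higher (log2 fold change 3.22, and 2.56 with a pseudocount of 1) while the secreted goblet protein Clca1 fell by 1.46 on the log2 scale in the authors' deposited table. Among epithelial defence genes 4 of 5 were lower (adjusted p = 0.128, Fisher's exact test), including the acute phase gene Saa1, at 1.63 and 0.29 FPKM (log2 fold change -2.48, and -1.03 with a pseudocount of 1), while the cornified envelope gene Sprr1a was 2.52-fold higher in the authors' deposited table. All 3 listed enteroendocrine genes were higher, and the tachykinin precursor Tac1 was at 6.04 and 11.5 FPKM and Afp at 0.73 and 1.64 FPKM in the authors' deposited table. Prox1 was the 1 listed stem cell gene. Both listed Wnt target genes, Prox1 and Sox17, were lower, and the 1 listed proliferation gene was Rrm2, a subunit of ribonucleotide reductase, which was 1.74-fold higher in the authors' deposited table. Sox17 and Rrm2 fall outside the rule for named genes and are named because their lists had so few members. No tuft cell gene was listed.

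Genes of B cells and plasma cells made up 82 of the 393 listed genes and moved in both directions. Of these 48 were higher and 34 lower, a smaller share higher than among the other listed genes (58.5% and 72.3%, two-sided Fisher's exact test, adjusted p = 0.115). The median log2 fold change of the list was 1.16, above the 0.94 of random lists matched on FPKM (permutation of the list median, adjusted p = 0.0269). The median is a different quantity from the share higher, so a smaller share and a larger median can hold together. All but 7 of these genes were immunoglobulin genes. The 71 variable segments were split into 37 that were higher and 34 that were lower, and they filled most places among the extremes. In the authors' deposited table Ighv1-11 was at 0.23 and 45.8 FPKM and Igkv6-13 at 58.5 and 1.82 FPKM in Apcfl/fl and Apcfl/fl Srsf1fl/+ tissue. Other segments among the 8 highest were Ighv11-2, Ighv1-61, Igkv3-10, Igkv12-41 and Ighv1-84, with folds between 14.3 and 19.2 in the authors' deposited table. Some of these folds rest on low Apcfl/fl values. With a pseudocount of 1 the log2 fold change of Ighv11-2 (0.14 and 2.64 FPKM in the authors' deposited table) went from 4.27 to 1.68, that of Ighv1-84 from 3.84 to 2.84, that of Ighv1-61 from 4.04 to 3.45 and that of Ighv1-11 from 7.66 to 5.25. Among the lowest, 7 of 8 genes were segments too, including Igkv8-18, Igkv4-86, Ighv1-54, Ighv1-63 and Ighv1-37. With a pseudocount of 1 the log2 fold changes of Igkv6-13, Igkv8-18 and Ighv1-37 went from -5.01, -4.75 and -2.96 in the authors' deposited table to -4.40, -3.22 and -1.61. The 4 listed constant region genes were higher, with Ighd, the constant region of the IgD that naive B cells carry, at 0.068 and 1.00 FPKM in the authors' deposited table (log2 fold change 3.88, and 0.91 with a pseudocount of 1). The 7 other members, B lineage markers, were all higher and all stayed below 1 FPKM. Of the 71 variable segments 21 shared no window of 75 bases with another annotated gene, Ighv1-11 among them, and 2 shared over 50%, while Igkv6-13 shared 12.6%.

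Few markers of other cell types were listed. Of 3 listed myeloid genes 2 were lower and 1 was higher, with Retnla at 2.33 and 0.81 FPKM (log2 fold change -1.52, and -0.88 with a pseudocount of 1) and the cytokine Il1b at 1.17 and 2.64 FPKM in the authors' deposited table. The T cell and natural killer list had 1 member (Ccl5, higher), the muscle and fibroblast list 1 (Cxcl13, higher) and the endothelium, adipocyte and erythrocyte list 2 (Cidec, higher, and Prox1, lower). The interferon list had 2 members, Ifit3 and Oas2, both higher. The enteric neuron and sex-linked lists had none. Ccl5, Cxcl13, Cidec, Ifit3 and Oas2 are named only because their lists were so small, after their values were seen.

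Genes of the RAS and MAPK pathway and of the immediate early response were higher wherever they were listed. All 6 pathway genes (adjusted p = 0.367, Fisher's exact test) and all 9 immediate early and stress genes (adjusted p = 0.166) were higher, and neither list passed this test. With every member higher the unadjusted p was 0.184 and 0.0623 (Fisher's exact test), so lists of these sizes could not pass upward. In the authors' deposited table the phosphatase Dusp5 was 3.21-fold higher, and the transcription factors Fosl1 and Egr1 were 3.13-fold and 2.55-fold higher. Immediate early genes also respond to handling of tissue, and 4 of the listed genes are in both lists. Of 5 regeneration genes 3 were higher and 2 lower (adjusted p = 0.686, Fisher's exact test), and Plaur, the urokinase receptor, was 2.49-fold higher while Anxa8 fell by 1.07 on the log2 scale in the authors' deposited table. The p53 list had 1 listed member, Gdf15, and the circadian list 2, Cry2 and Hlf, all of them higher and named after their values were seen.

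Genes of the organs next to the proximal small intestine moved in both directions. Of 7 listed genes of the pancreas, Brunner gland and stomach 3 were higher and 4 lower (adjusted p = 0.368, Fisher's exact test). These 7 genes split by organ, a grouping made after the values were seen. The gastric and Brunner gland genes Muc6, Tff1 and Tff2 were higher, and the pancreatic genes Prss1, Prss3, Ins1 and Ins2 were lower, with Ins2 at 81.8 and 29.3 FPKM in the authors' deposited table. The lipase gene Pnliprp2, whose name refers to the pancreas but which was not fixed in this list, was higher, as given above. Whether these genes reflect tissue of a neighbouring organ was not tested. The trypsinogen gene Prss1 was at 3.11 and 0.40 FPKM (log2 fold change -2.96, and -1.55 with a pseudocount of 1), whereas Tff1 was at 1.42 and 13.3 FPKM in the authors' deposited table. Of the windows of 75 bases of Prss1 37.1%, and of those of Prss3 53.9%, were also found in another gene. Prss1 was 1 of the 8 lowest genes named by rule. The gene with the second largest fold among the highest genes was Nkx6-3, a transcription factor of the gastric antrum, at 0.36 and 7.88 FPKM in the authors' deposited table (log2 fold change 4.46, and 2.71 with a pseudocount of 1). Of 5 proximal intestinal genes 4 were higher (adjusted p = 1, Fisher's exact test), with Rdh7 2.68-fold higher, at 0.69 and 1.84 FPKM, in the authors' deposited table (log2 fold change 1.42, and 0.75 with a pseudocount of 1), and all 5 distal genes were higher (adjusted p = 0.405, Fisher's exact test), with the metalloprotease subunit Mep1a 2.34-fold higher. With all 5 distal genes higher the unadjusted p was 0.329 (Fisher's exact test), so a list of this size could not pass upward. These positional markers moved beside the enterocyte genes. Of the 5 distal genes 3 are also in the enterocyte lists above, as is every listed proximal gene except Rdh7.

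The mice were of mixed genetic background, so the listed genes were also compared with the position of Srsf1, Apc and Vil1, the gene whose promoter drives Cre. Both genotypes carried the floxed Apc alleles and the Cre, so by design they differed only in the Srsf1 allele. The windows around Apc and Vil1 therefore do not test a segment that differs by design. Within 10 Mb of Srsf1 lay 6 of 301 listed protein-coding genes (1.99%), against 291 of 21950 annotated protein-coding genes (1.33%), and the difference did not pass the test (one-sided Fisher's exact test, p = 0.211, adjusted p = 0.634 over 3 centres). With 10000 randomly chosen protein-coding genes as centres the permutation p was 0.113. Slc13a2 was 1 of these 6 genes. The test counted protein-coding genes only. The non-coding gene AA465934 also lay in this window, on chromosome 11 (83291699 to 83294632), at 3.06 and 30.3 FPKM in the authors' deposited table. It is named after its value was seen. Around Apc lay 3 of 302 (p = 0.541, one-sided Fisher's exact test) and around Vil1 1 of 302 (p = 0.865). Within 5 Mb of Srsf1 lay 4 of 301 listed and 104 of 21950 annotated genes, an odds ratio of 2.90 against 1.52 at 10 Mb (p = 0.0550, one-sided Fisher's exact test), and at 20 Mb the odds ratio was 0.86 (p = 0.722). With 20 Mb, the value around Apc became p = 0.0406 (one-sided Fisher's exact test).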

Values the study reported

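The study reported a reduction of 30–50% in Srsf1 levels after deletion of 1 copy in the mouse intestine. It described Slc13a2 and Apoc2 among differentiated cell markers that were overexpressed when 1 copy of Srsf1 was lost together with Apc. The study measured both as higher, and Prox1 as lower, by qPCR of intestine of these genotypes. Its gene set enrichment analysis found that genes with higher expression overlapped with those of late transit-amplifying cells and differentiated enterocytes. Splicing analysis of the same tissue in the study found 577 alternative splicing events, of which 30.5% were exon skipping.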

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

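No paired analysis was possible because the table holds 1 value per genotype, and for the same reason leaving out mice and the replicate block were not run, nor was list enrichment, which needs genes that missed the threshold. The test without immediate early and stress genes was chosen after the data were seen. The count of higher genes was 174 at a q-value under 0.01, by the stricter threshold, and stayed within 1.5 times 273 under the other settings, as the count of lower genes did under all of them. The share of higher genes was 64.6% with a log2 fold change of at least 1, and the other settings left it within its interval. The number of lists called was 1 in place of 2 without antigen receptor segments. The call of xenobiotic metabolism was lost there (adjusted p = 0.0641, Fisher's exact test). All 16 members stayed higher, but without segments 73.0% of the listed genes were higher, against 69.5% with them. The call was also lost in the permutation of the list median (adjusted p = 0.0539), and the cause of that loss was not tested. The Paneth cell list stayed past its threshold under every setting run. Of its 13 listed members 11 were alpha-defensin genes of 1 cluster, and no setting counted the cluster as 1 unit or left out genes with shared sequence. Passing under these settings therefore describes the cluster more than Paneth cells. The B cell list, not called at the settings of the report, passed with a minimum of 1 FPKM (adjusted p = 0.0350, Fisher's exact test), with log2(FPKM + 1) (adjusted p = 0.0159) and without predicted genes (adjusted p = 0.0450). The cause was not tested. In the permutation of the list median its median lay above that of random lists (adjusted p = 0.0269), while its share higher was smaller. These are different quantities. Around Srsf1, windows of 5 and 20 Mb gave p = 0.0550 and 0.722, and around Apc, a window of 20 Mb gave p = 0.0406 (one-sided Fisher's exact test). At Apc the genotypes did not differ by design. Some lists had under 4 members in a setting and gave no value there. Of 48 named genes, the linear fold moved by over 1.5 times in 2 with a pseudocount of 0.1 and in 18 with 1, and none changed sign. Depth limits on single genes are unknown.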

Other observations

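Genes were chosen for this paragraph after their values were seen, with no fixed list and no test of a group. Some genes known from gastric epithelium moved in different directions. By the authors' deposited table the gland mucin Muc6 was 14.1-fold higher from 0.037 FPKM, the aspartic protease Ctse was at 35.4 and 93.1 FPKM, Gprc5a at 7.93 and 32.9 FPKM and Tff2 at 50.5 and 95.6 FPKM, whereas Anxa10 was lower, at 24.7 and 13.5 FPKM. Single enzymes of glucose and amino acid metabolism were listed in both directions. In the authors' deposited table Pck1, the rate-limiting enzyme of gluconeogenesis, was 8.37-fold higher from 0.31 FPKM, fructose-bisphosphatase Fbp1 was 2.46-fold higher, ornithine transcarbamylase Otc 2.38-fold, alanine aminotransferase Gpt 2.18-fold and ketohexokinase Khk 2.05-fold, whereas tyrosine aminotransferase Tat was lower, at 1.23 and 0.43 FPKM. Of genes known to respond to glucocorticoids, Fkbp5 and Sgk1 were 1.81-fold and 2.82-fold higher in the authors' deposited table, and Tat, as given above, was lower.

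The weighing below used tests chosen after the results were seen, except for the Fisher's exact test of the window around Srsf1 and the shared sequence of the alpha-defensins. The first pattern was the rise of 41 of 42 listed enterocyte genes, pooled over 4 lists. A passenger segment around the floxed Srsf1 allele that acts only on the genes it carries is argued against for the group, since 2.38% of them lay within 10 Mb of Srsf1. This count cannot judge an effect of such a segment on genes elsewhere in the genome. The segment stays open for the 1 gene of the group in the window, Slc13a2, at 9.63 Mb. Whether it affects listed genes in general cannot be told apart from chance (one-sided Fisher's exact test, p = 0.211, and 0.0550 within 5 Mb). Tissue taken nearer the stomach stays open. Of the listed distal genes 100% were higher, but only 2 of these 5 lie outside the 4 lists. In the list of neighbouring organs the 3 gastric and Brunner gland genes were higher and the 4 pancreatic genes were lower. Outside that list the gastric genes Nkx6-3, Ctse and Gprc5a were higher and Anxa10 was lower. Position and genotype cannot be told apart without values per mouse. A smaller share of every other epithelial cell type stays open too, since the listed enteroendocrine genes were higher (median log2 fold change 0.93) but are only 3 of 47 fixed genes, and an effect of genotype on enterocyte genes, handling and feeding remain untested.

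The second pattern was the alpha-defensin cluster. Fewer Paneth cells cannot be told apart from other explanations of the lower genes, since only 1 of the 2 other listed Paneth markers was lower, and Defa35 was higher (log2 fold change 1.87). Reads shared between near-identical paralogs stay open as well, since the median share of 75-base windows found in another gene was 38.0%, between the limits of 10% and 50% set beforehand. These windows were shorter than the reads, so the share of whole reads found in another gene may be smaller. A difference in strain haplotype at this cluster in mice of mixed background may also contribute and was not tested.

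The third pattern was the rise of B lineage markers with variable segments in both directions. More B cells with an unchanged repertoire are argued against, since 47.9% of the listed variable segments were lower. This concerns both conditions together. Where the repertoire differs, the segments cannot judge whether the number of B cells changed. A lymphoid follicle in some of the tissue pieces may contribute, as all 7 listed B lineage markers other than immunoglobulin genes were higher, but they stayed below 1 FPKM and, without values per mouse, 1 piece with a follicle and a difference between genotypes cannot be told apart. Clonal differences between single mice were not tested.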
